# A Negative Regulatory Role for RKIP in Breast Cancer Immune Response

**DOI:** 10.3390/cancers14153605

**Published:** 2022-07-24

**Authors:** Vu N. Bach, Jane Ding, Miranda Yeung, Taylor Conrad, Hussain N. Odeh, Paige Cubberly, Christopher Figy, Han-Fei Ding, Robert Trumbly, Kam C. Yeung

**Keywords:** RKIP, immunomodulator, cytokines, interferons

## Abstract

**Simple Summary:**

Breast cancer is the second most common cancer in women worldwide. Regulation of breast cancer metastasis remains an elusive phenomenon. Elucidating the mechanistic pathway of metastatic signaling may identify targets for regulating cancer metastatic potential. Raf-1 kinase inhibitor protein (RKIP) has been shown to negatively regulate signaling pathways involved in cancer progression and metastasis. RKIP may suppress metastasis of breast cancer cells by downregulating elements of the immune system.

**Abstract:**

Raf-1 kinase inhibitor protein was first identified as a negative regulator of the Raf signaling pathway. Subsequently, it was shown to have a causal role in containing cancer progression and metastasis. Early studies suggested that RKIP blocks cancer progression by inhibiting the Raf-1 pathway. However, it is not clear if the RKIP tumor and metastasis suppression function involve other targets. In addition to the Raf signaling pathway, RKIP has been found to modulate several other signaling pathways, affecting diverse biological functions including immune response. Recent advances in medicine have identified both positive and negative roles of immune response in cancer initiation, progression and metastasis. It is possible that one way that RKIP exerts its effect on cancer is by targeting an immune response mechanism. Here, we provide evidence supporting the causal role of tumor and metastasis suppressor RKIP in downregulating signaling pathways involved with immune response in breast cancer cells and discuss its potential ramification on cancer therapy.

## 1. Introduction

RKIP was first identified as the binding partner of Raf-1 kinase [1]. Raf-1 kinase is the activating kinase of the MEK-Erk kinase cascade that functions downstream of the membrane-associated Ras small GTPase. Upon stimulation by growth factors, GTP-bound Ras activates Raf-1. The Raf-MEK-Erk module constitutes the core mitogen signaling pathway that governs the proliferation, survival and differentiation of many different cell types [2,3]. RKIP is identical to a previously described 23 kDa phosphatidylethanolamine-binding protein (PEBP1) of the PEBP protein family. This family is a largely conserved group of proteins found in a variety of organisms, including bacteria, yeast, nematodes, plants, drosophila and mammals [4]. Due to the inhibitory effect of RKIP on Raf signaling, we hypothesized early on that it would have a profound regulatory role on cancer biology [1]. It was later shown with genetically engineered mouse models and cancer cells transplantation experiments that RKIP has a regulatory role in cancer progression and metastasis [5,6,7]. However, the restrictive effect on cancer progression caused by RKIP expression is not fully restored by a gain-of-function in the Erk1/2 pathway, indicating that there are additional RKIP targets [8,9].

Affinity chromatography experiments showed that RKIP bound to phospholipids and that it had a strong preference for phosphatidylethanolamine (PE), which is found predominantly in the inner side of the plasma membrane. It was shown that binding of PE enhanced the dissociation of Raf-1 from RKIP [10,11]. Subsequently RKIP, was found to interact with a great variety of proteins. The ability to interact with multiple proteins and to bind to phospholipids allows RKIP to modulate additional signaling pathways and biological functions [12,13,14,15,16,17]. Other known functions that are regulated by RKIP include mitotic checkpoint, immune response, cardiac function, and neuronal development [18,19,20,21,22,23,24,25,26]. It remains unclear if RKIP cancer suppressor and metastasis inhibition were also dependent on its effects on these other functions. In this study, we show that RKIP expression is associated with the repression of signaling pathways and genes involved in immune response in breast cancer cells.

## 2. Methods

### 2.1. Cell Lines and Reagents

168FARN breast cancer cell lines were kindly provided by Dr. Fred Miller (Karmanos Cancer Institute, Detroit, MI, USA), and MCF7 cells were purchased from ATCC. Cells were cultured as described [5].

### 2.2. Microarray

Total RNA was prepared with Trizol (Invitrogen) from RKIP or control knockdown 168FARN cells in three independent experiments [5]. The effect of downregulated RKIP expression on mouse transcriptome was examined with Affymetrix Mouse Gene 2.0 ST microarray chip. The Partek Genomics Suite was employed to calculate the fold change in expression with significance determined by ANOVA after the data were normalized. The raw data and expression values for the microarray experiment were deposited to NCBI GEO with the accession number GSE206259. Gene ontology enrichment was analyzed with the GSEA program [27] for all differentially expressed genes (R ± 1.5-fold, *p* < 0.01).

### 2.3. Analysis of Tumor Datasets

The tumor gene expression data were accessed at https://www.cbioportal.org/ (accessed on 12 April 2021). The Breast Invasive Carcinoma (TCGA, PanCancer Atlas) dataset was selected, consisting of 1084 samples. After choosing Query by gene, mRNA expression z-scores relative to all samples (log RNA Seq V2 RSEM) was selected. The default cutoff z-score of 2.0 was retained. PEBP1 (=RKIP) was entered as the query gene. After the OncoPrint diagram was displayed, the Coexpression tab was selected. After the table was displayed, download tsv was chosen, and this file was opened in Excel.

### 2.4. Quantitative Real-Time Reverse Transcriptase–Polymerase Chain Reaction (qRT-PCR)

qRT-PCR was performed as described [9]. Glyceraldehyde-3-phosphate dehydrogenase was used as an internal control. Sequences of the primers used in qRT-PCR will be available upon request.

## 3. Results

### 3.1. Gene Set Enrichment Analysis of Genes Affected by Reduced Expression of RKIP

To investigate if RKIP targets other signaling pathways and biological functions to interfere with cancer progression and metastasis, we analyzed the expression of ~27,000 protein encoding gene transcripts in the mouse breast cancer cell line 168FARN with or without downregulation of RKIP expression with specific shRNA by DNA microarray profiling. 

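168FARN is a mouse mammary carcinoma cell line. Total RNA came from 3 samples of cells that stably expressed a short hairpin against RKIP and from 3 samples of cells with a hairpin against firefly luciferase as the control knockdown, prepared by the paper's account in independent experiments. Each sample was hybridized to 1 Affymetrix Mouse Gene 2.0 ST array, whose probes lie along the exons of known transcripts. The values deposited by the authors are log2 intensities of 41345 probe sets after RMA, which subtracts background, brings all arrays to a common distribution and combines the probes of each transcript. A change shared by most transcripts of a cell would be removed by this step. Of these probe sets, 23521 carried exactly 1 gene symbol, and the 1 with the highest mean over all 6 arrays was taken for each of 22180 genes. The 1814 probe sets with several genes and the 16010 without a gene name in the probe table used here entered no test of named genes. The median over genes was 5.72 to 5.76 on the RKIP knockdown arrays and 5.76 to 5.77 on the control arrays. The SD over genes of the log2 difference between any 2 arrays was 0.21 to 0.25, and the first principal component, which held 27.5% of the variance, placed the 3 RKIP knockdown arrays on one side and the 3 control arrays on the other. RKIP knockdown was compared with control knockdown by limma with Benjamini-Hochberg adjustment over all 22180 genes. Gene lists written before the data were examined were tested with camera, which compares a list with all other genes. Of the 36 lists 23 stand beside sets that the paper reports from these same arrays, so their results are not independent of the paper's. In data simulated with the means and SDs of these genes, limma recovered 86% of genes changed by 1 on the log2 scale and 36% of those changed by 0.5. The simulated data gave 164 calls and the real comparison 56. More calls make the adjusted threshold easier to reach, so recovery in the real data may be lower. The p-values measure the spread between RNA samples of cells carrying each hairpin. The number of arrays limits the precision of every value.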

The cancer line 168FARN was chosen because of the existence of an allograft breast cancer model with this cell line for in vivo study and because of its similarity to human breast cancer triple negative subtype. We generated a ranked gene list according to fold-change affected by the knocking down of RKIP expression when compared to the control knockdown. 

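Pebp1, the gene that encodes RKIP, had a log2 value of 6.88 ± 0.27 (SD, n = 3 arrays) in the RKIP knockdown and 7.71 ± 0.01 (SD, n = 3 arrays) in the control knockdown, which left 56.3% of the control level. The remaining level on single knockdown arrays was 46.2% to 67.3%, and all 3 lay below all 3 control arrays (two-sided exact permutation test, p = 0.1, the smallest p that 3 arrays against 3 allow). The log2 change of Pebp1 was −0.83 (standard error 0.13, adjusted p = 0.0996 from limma), short of the 0.05 threshold. A second Pebp1 probe set with a lower signal read 5.91 ± 0.23 (SD, n = 3 arrays) in the RKIP knockdown and 5.74 ± 0.30 (SD, n = 3 arrays) in the control knockdown, and the mean of both probe sets gave a log2 change of −0.33.
In the whole comparison 45 genes were higher and 11 were lower in the RKIP knockdown at an adjusted p under 0.05. Col6a3, a chain of type VI collagen, rose 3.25-fold (log2 change 1.70, standard error 0.09, adjusted p = 0.00657 from limma). Acta2, smooth muscle actin, rose 2.96-fold (log2 change 1.57, standard error 0.12, adjusted p = 0.0173). Aspn, a small matrix proteoglycan, rose by 1.09 and Col3a1, a fibrillar collagen chain, by 1.03 on the log2 scale. The 10 largest rises also held Iigp1, a GTPase that acts against intracellular parasites (log2 change 1.08, with a control mean of 4.43, below the background measure of 5.33 taken from olfactory receptor genes, so that its size and rank are uncertain), Usp18, which removes the ubiquitin-like protein ISG15 from its targets (1.03), Ifih1, the RNA sensor MDA5 (1.00), and the monocyte chemokine gene Ccl7 (0.98). Egln3, a prolyl hydroxylase of the hypoxia response, and Usp17le, a deubiquitinase gene of a multicopy family whose probes may not separate its members, rose by 1.02 and 1.10. The falls were smaller. Grem1, an antagonist of bone morphogenetic proteins, fell most (log2 change −0.71, standard error 0.08, adjusted p = 0.0413), followed by the immediate early gene Ier3 (−0.67), the adhesion receptor gene Adgrf5 (−0.67) and the tight junction gene Cldn6 (−0.65). Pramel17, Igfbp6, Cdsn, Lsp1, Nptx1 and Olfm1 fell by between 0.48 and 0.61, and both group means of Pramel17 lay below the background measure, so that the size and rank of its fall are uncertain.
Gapdh, the reference gene of the study's qRT-PCR, had a log2 change of −0.01 (standard error 0.05, adjusted p = 0.964 from limma). At the thresholds of the study's methods, at least a 1.5-fold change and an unadjusted p under 0.01 by analysis of variance, 58 genes were higher and 15 lower, and 44 of these 73 were among the genes called by limma. Without any 1 of the 6 arrays limma called between 0 and 4 genes as higher and 0 as lower. In these fits 1802 to 2140 genes had an unadjusted p under 0.05 by limma. The 56 genes kept their direction in each fit, which decides nothing, since they were picked for a difference on the same arrays.

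**Figure D1:**
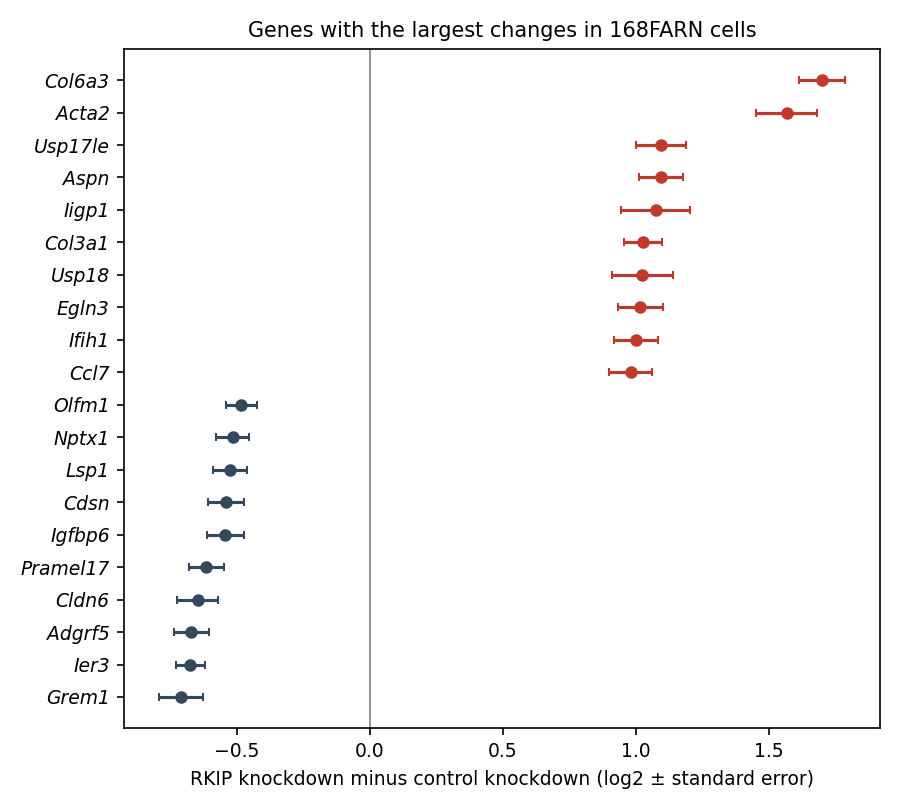
Log2 change between RKIP knockdown and control knockdown (points, with the standard error as bars, n = 3 arrays per group) of the 10 genes with the largest rise and the 10 with the largest fall among those with an adjusted p under 0.05 and no overlap between the groups. The rises run from 0.98 for Ccl7 to 1.70 for Col6a3, and the falls from −0.48 for Olfm1 to −0.71 for Grem1.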

The list was submitted to GSEA (Gene Set Enrichment Analysis) using the GSEA program. The Hallmark gene sets from MSigDB (Molecular Signature DataBase) were used to test for enrichment. Each gene set comprises genes that display coherent expression and represent specific well-defined biological states or processes. The Hallmark collection, which has only 50 gene sets, was chosen to identify the major pathways and to avoid the redundancy of the complete gene ontology sets. The GSEA produces lists of the gene sets enriched near the top of the ranked genes (upregulated) or near the bottom (downregulated) or both.

Results of GSEA (FDR < 0.09, *p* < 0.02) were visualized using the Enrichment Map plugin available for Cytoscape (Figure 1). 

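Hand-written gene lists stand here beside the Hallmark sets named in Figure 1 and are not the MSigDB lists themselves. Of the 11 lists beside sets on the upregulated side, 3 were higher in the RKIP knockdown by camera at an adjusted p under 0.05. These were the interferon alpha response (adjusted p = 0.0612 with an estimated correlation), the interferon gamma response (adjusted p = 0.143 with an estimated correlation) and the epithelial-mesenchymal transition list (camera adjusted p = 0.000966, and adjusted p = 0.168 with an estimated correlation). In the last of these, 5 of 170 measured genes rose, 1 fell and 164 did not pass the test, and when adjusted over the list alone 29 rose and 3 fell. The genes that rose were Col6a3, Acta2, Col3a1, Col12a1, a collagen that binds to fibrils (log2 change 0.85, standard error 0.09, adjusted p = 0.0277 from limma), and Mmp2, a gelatinase (0.68, standard error 0.08, adjusted p = 0.0419), while Grem1 fell. The TGF-beta signaling list of 52 genes (camera adjusted p = 0.118) and the UV response down list of 134 genes (adjusted p = 0.179) pointed to higher values without passing, and the myogenesis list of 97 genes had a median log2 change of −0.01 (adjusted p = 0.971). No gene of the TGF-beta signaling and myogenesis lists passed over all genes, and when adjusted over the list alone 1 rose and 1 fell in the former and 3 rose and 1 fell in the latter.
Of the 9 lists beside sets on the downregulated side, all 9 pointed to lower values and 2 passed camera. The MYC targets V2 list, mostly nucleolar proteins of ribosome synthesis, had a median log2 change of −0.07, with 11 of 55 genes above 0 and no single gene past the test (camera adjusted p = 0.000579, and adjusted p = 0.58 with an estimated correlation). Its most highly expressed members, Pa2g4 and Npm1, had log2 changes of −0.06 and 0.02. In the list of the reactive oxygen species pathway 1 of 41 genes fell and none rose, and the gene that fell was Lsp1, a leukocyte actin-binding protein (log2 change −0.53, camera adjusted p of the list 0.0354, and adjusted p = 0.58 with an estimated correlation). This list no longer passed when RKIP knockdown replicate 1 (adjusted p = 0.136) or 2 (0.0834), or control replicate 1 (0.0781) or 3 (0.147), was left out. The E2F targets (adjusted p = 0.118), MYC targets V1 (0.449), DNA repair (0.449), mTORC1 signaling (0.529), hypoxia (0.449), glycolysis (0.422) and xenobiotic metabolism (0.449) lists did not pass. Within the hypoxia, glycolysis and mTORC1 lists Egln3 rose, Ier3 fell in the first and second of these, and Il13ra1, a receptor chain of interleukin 13, rose in the glycolysis list (log2 change 0.66). Il1r1, the receptor of interleukin 1, was the 1 gene of the xenobiotic metabolism list that rose. When adjusted over the list alone, 10 genes were higher and 2 lower in the hypoxia list, 8 and 3 in glycolysis, 3 and 0 in mTORC1 signaling, and 2 and 1 in xenobiotic metabolism.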

Twenty gene sets were significantly enriched and linked by nine edges, while eleven gene sets were significantly upregulated in phenotype upregulated, and nine gene sets were significantly upregulated in phenotype downregulated. 

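Of 90 measured genes of the interferon alpha response list, 11 rose and none fell at an adjusted p under 0.05, 74 had a value above 0, and the median change was 1.16-fold. When adjusted over the list alone 37 rose and 1 fell. Oas2, a synthetase that activates RNase L (log2 change 0.74, standard error 0.06, adjusted p = 0.0173 from limma), Xaf1, a proapoptotic factor (0.78, standard error 0.07, adjusted p = 0.0236), and Ifit1, which binds viral RNA (0.93, standard error 0.09, adjusted p = 0.0258), were among them. Of 162 genes of the interferon gamma response list, 15 rose and none fell (32 and 2 when adjusted over the list alone), with a median change of 1.07-fold. Both lists passed camera (adjusted p = 8.59e-23 and 6.88e-11), and with an estimated correlation their adjusted p was 0.0612 and 0.143.
None of the other 5 immune lists passed camera. In the list of TNF-alpha signaling via NF-kB 3 of 187 genes rose and Ier3 fell, with 14 higher and 4 lower when adjusted over the list alone (camera adjusted p = 0.196). The inflammatory response list had 5 of 181 genes higher and none lower (17 and 4 when adjusted over the list alone, camera adjusted p = 0.132), among them Rtp4, an antiviral transport protein (log2 change 0.57), and Ccl2, a monocyte chemokine (0.84). In the IL6-JAK-STAT3 list 3 of 82 genes were higher and none lower (5 and 0 when adjusted over the list alone, camera adjusted p = 0.0959), in the allograft rejection list 4 of 179 (8 and 1, adjusted p = 0.449) and in the complement list 2 of 167 (6 and 0, adjusted p = 0.294), among these Clu, a secreted chaperone (log2 change 0.45). The median of the allograft rejection list lay below 0, at −0.005, while its mean was 0.02. Cd3g, a chain of the T cell receptor complex, was higher in that list (log2 change 0.82), with a control mean below the background measure, so that the size of its rise is uncertain.
The lists overlap in their members. Of 747 genes measured in any of the 7 lists, 207 lay in more than 1, and of the 21 genes that rose, 13 lay in more than 1. Irf7 lay in 5 lists, Ccl2 and Ccl7 in 4 each, Ifih1 and Rtp4 in 3 each, and Ddx58, Gbp3, Ifit1, Il1r1, Isg15, Oas2, Usp18 and Xaf1 in 2 each (all named after their values were seen). Among the 553 genes of the other 5 lists that are in neither interferon response list, 4 rose and 1 fell, with a median log2 change of −0.006. Without genes of the interferon, MHC and interferon-inducible GTPase lists, the camera adjusted p of the 5 lists was 0.598 to 0.927. Without any 1 array, 0 or 1 of the genes in more than 1 list still passed limma's test.

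**Figure D2:**
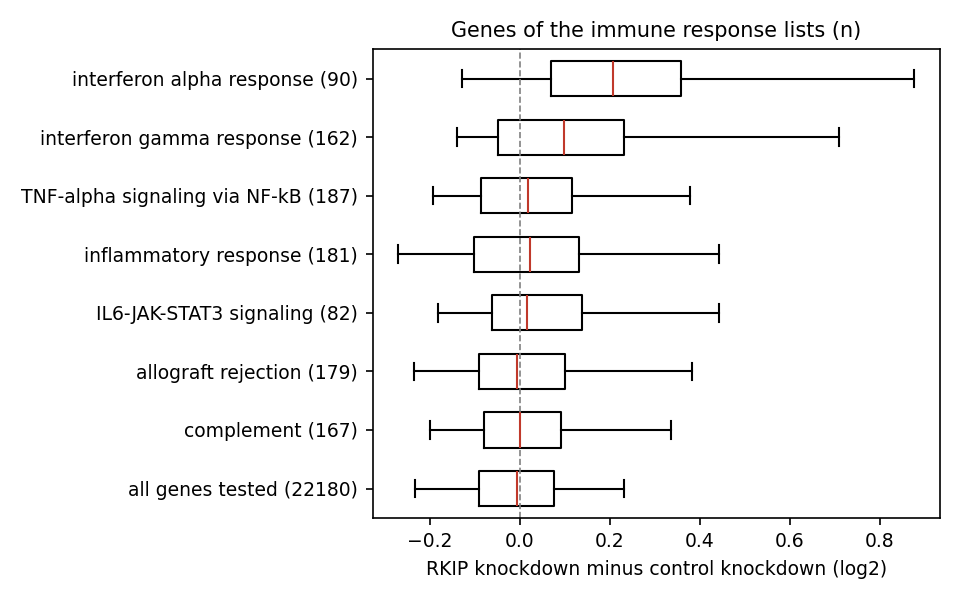
Log2 change between RKIP knockdown and control knockdown over the genes of the 7 immune response lists and over all 22180 genes tested (boxes, quartiles with the median as a line; whiskers, 5th to 95th percentile; the number of genes in parentheses). The median is 0.21 for the interferon alpha response and 0.10 for the interferon gamma response, and lies within 0.03 of 0 for the others.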

Gene sets involved in inflammation/immune response dominated, and all of them were upregulated in phenotype upregulated, showing high redundancy with commonly shared genes (Figure 2). Some of the shared genes include transcription factors (TF) IRF7, IRF9, IRF1, STAT1 and STAT4.

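Among these factors Irf7, the interferon-induced activator of interferon alpha genes, rose in the RKIP knockdown. Its log2 value was 7.80 ± 0.03 (SD, n = 3 arrays) in the RKIP knockdown and 7.13 ± 0.15 (SD, n = 3 arrays) in the control knockdown, a 1.59-fold change (log2 change 0.67, standard error 0.08, adjusted p = 0.047 from limma). Irf9, the DNA-binding subunit of ISGF3, had a log2 change of 0.38 (standard error 0.08, adjusted p = 0.164) and Irf1 a log2 change of 0.27 (standard error 0.08, adjusted p = 0.33), with all 3 knockdown arrays above all 3 control arrays for both genes, where 10% of genes would show such a gap in one direction or the other by chance. Stat2, a partner of Irf9 in ISGF3, had a log2 change of 0.30 (standard error 0.07, adjusted p = 0.257). Stat4 had a log2 change of 0.16 (standard error 0.13, adjusted p = 0.715) and a mean of 3.72 ± 0.18 (SD, n = 3 arrays) in the RKIP knockdown, below the 95th percentile of olfactory receptor genes on these arrays, 5.33, which serves here as a measure of background. In the immune lists Irf1 lay in 6, Irf7 in 5, Irf9 in 3 and Stat4 in 2. Of upstream kinases and receptors, Tbk1 had a log2 change of 0.06, Ikbke 0.03, Ifnar1 0.04 and Ifnar2 0.05, none past the test. Irf7 missed the threshold without any 1 of the 6 arrays (adjusted p = 0.102 to 0.221) and after a second quantile normalization (0.0604), at log2 changes of 0.60 to 0.75.

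**Figure D3:**
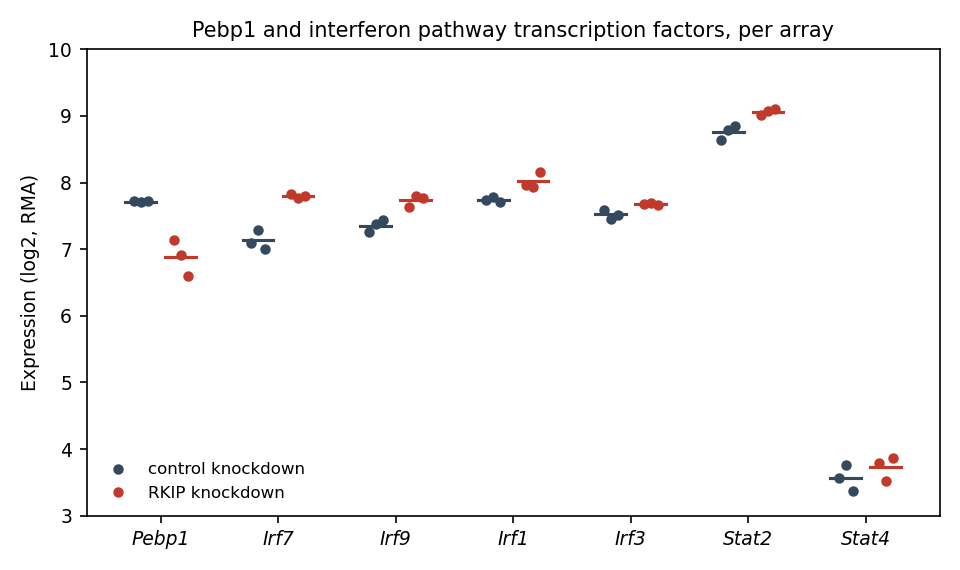
Log2 expression of Pebp1, Irf7, Irf9, Irf1, Irf3, Stat2 and Stat4 on each of the 6 arrays (points) with the mean of each group (lines, n = 3 arrays per group). The 3 RKIP knockdown arrays lie below the control arrays for Pebp1, above them for Irf7, Irf9, Irf1, Irf3 and Stat2, and among them for Stat4.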

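At an adjusted p under 0.1 from limma, 76 genes were higher and 22 were lower in the RKIP knockdown, and analysis of variance with the same adjustment gave 30 genes in all. Of the 76 higher genes, 22 (28.9%) belonged to the interferon response, MHC or interferon-inducible GTPase lists, which hold 213 (0.96%) of all genes tested, and none of the 22 lower genes did (two-sided Fisher's exact test over genes for the higher genes, p = 6.27e-27, odds ratio 46.6). The epithelial-mesenchymal transition list held 9 of the 76 (odds ratio 18.3, p = 6.77e-09 from the same two-sided Fisher's exact test). Genes are not independent of each other, so these p-values describe the overlap of lists. Among the interferon response genes between the thresholds of 0.05 and 0.1, named after their values were seen, were Oas1g, a synthetase of the same family as Oas2 whose close copies may share its probes (log2 change 1.16, standard error 0.17, adjusted p = 0.0751, with a control mean below the background measure), Parp14 (0.68, standard error 0.09, adjusted p = 0.0563) and Nmi (0.51, standard error 0.07, adjusted p = 0.0608). Without any 1 array the number of genes at this threshold was 0 to 19.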

Genes affected by the RKIP knockdown with an FDR-q value of <0.1 were submitted for GSEA analysis using the MSigDB Transcription Factor Target collection. Leading edge analysis identified 12 motifs within 4 kb of the transcription start site for TF binding (Figure 3a). Consistently, the enriched predominant motifs are for the binding of interferon regulatory factors (IRFs) or a combination of IRF and STAT (ISRE) (Figure 3b,c). Our results therefore suggest that RKIP expression is associated with repression of immune response genes in cultured mouse breast cancer cells.

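Of 23 measured genes of nucleic acid sensing and interferon induction, 4 rose and none fell in the RKIP knockdown (10 and 0 when adjusted over the list alone), with a camera adjusted p of 5.75e-08 for the list and an adjusted p = 0.0623 with an estimated correlation. These were Ifih1, Irf7, Dhx58, a regulator of RNA sensing (log2 change 0.76, standard error 0.08, adjusted p = 0.028 from limma), and Ddx58, the RNA sensor RIG-I (0.54, standard error 0.06, adjusted p = 0.0413). All 4 are also members of an interferon response list, so this list is not separate from those. Without genes of the interferon response, MHC and interferon-inducible GTPase lists 14 genes were left (camera adjusted p = 0.0204). Of 16 interferon-inducible GTPases, 5 rose and none fell (11 and 1 when adjusted over the list alone), with a median change of 1.54-fold (camera adjusted p = 7.87e-12, and adjusted p = 0.0532 with an estimated correlation). Gbp2b rose by 0.73 on the log2 scale (standard error 0.07, adjusted p = 0.0236), Irgm2 by 0.66 (standard error 0.08, adjusted p = 0.0419) and Irgm1 by 0.60 (standard error 0.07, adjusted p = 0.0419), and members of this family are similar enough in sequence that probes may be shared. The MHC class I list had no member past the test over all genes and 5 higher when adjusted over the list alone, with 17 of 18 genes above 0 (camera adjusted p = 2.29e-07, and adjusted p = 0.0623 with an estimated correlation), and B2m had a log2 change of 0.04. The MHC class II list of 11 genes had a median log2 change of −0.07 (camera adjusted p = 0.294), with Ciita, its main activator, at −0.04.
None of 19 measured interferon genes passed the test. Their log2 changes ran from −0.12 for Ifna9 to 0.30 for Ifna15 (lowest adjusted p = 0.486 from limma), and the probe sets of 7 of the 19 lay above the background measure of 5.33, among them Ifnl2 and Ifna1 with log2 changes of −0.03 and 0.08. None of 20 macrophage and myeloid markers, 5 of which lay above the background measure, passed the test, with Cd68 at −0.30 (standard error 0.11) and Lyz2 at 0.25 (standard error 0.14), and of 14 lymphocyte markers 1, Cd3g, rose from a control mean below the background measure, with a median log2 change of −0.05 and a mean of 0.05 for the list (camera adjusted p = 0.449 and 0.525). From the enrichment of immune response sets among the upregulated genes and of IRF motifs near their start sites, the paper proposes that RKIP expression goes with repression of immune response genes in these cells. The motif step was not repeated here, since no genome was used.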

To validate the results from our DNA microarray analysis, we examined the effects of expression of a selected set of genes in RKIP knockdown 168FARN cells by qRT-PCR. In light of our bioinformatics analysis results, we focused on several well-studied interferon response genes for study. The selected genes include interferon genes themselves and the genes induced by them. We also included genes that encode factors regulating these responses. They are the type 1–3 interferons (IFNa/b, g, and l), chemokines and cytokines induced by IFNs (CCL2, CCL5, CCL7, CXCL10, IL6 and TFNa) and transcription factors that regulate interferon response pathways (IRF-3 and -7). Consistent with DNA microarray analyses results, we observed significant upregulation of all the selected interferon response genes upon silencing of RKIP expression in 168FARN cells (*p* < 0.05, unpaired Student’s *t* test) (Figure 3d). The negative regulatory effects of RKIP on interferon response genes is not mouse breast cancer cell-type specific, as we observed similar results with human luminal breast cancer cell line MCF7 (Figure 3e). Our qRT-PCR results therefore provide direct experimental proof of our DNA–microarray bioinformatics findings.

### 3.2. Gene Set Enrichment Analysis of Genes Correlate with Expression of RKIP in Human Breast Tumors

To determine clinical validity of our in vitro cell-based findings, we identified genes that were co-expressed with RKIP in human breast tumors. The gene expression data were accessed at https://www.cbioportal.org/ (accessed on 12 April 2021). A list of the correlations of expression of all human genes with RKIP was compiled and submitted to GSEA for analysis using Hallmark gene sets for the enrichment test. Results from the GSEA analysis of the RKIP correlation data are shown in Figure 4. Twenty-nine gene sets were significantly enriched and linked by 11 edges with FDR < 0.09 and *p* < 0.02. While 10 gene sets were significantly upregulated in phenotype upregulated, 20 gene sets were significantly upregulated in phenotype downregulated. Among the 29 gene sets, 14 of them overlap with gene sets enriched in the gene list generated with RKIP knockdown breast cancer cells cultured in vitro. Importantly, six of the overlapped gene sets are involved in immune response (Figure 5).

Direct comparisons of the gene sets found in the knockdown and correlation analyses are shown in Table 1 and Table 2. 

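In pre-ranked GSEA of the 22180 genes ordered by signed fold change, with 10000 permutations of the genes, the hand-written lists gave their highest normalized enrichment scores for the interferon responses. The interferon alpha response list scored 6.08, the interferon gamma response list 5.26 and the epithelial-mesenchymal transition list 3.47, each at an adjusted p = 0.000732, which rests on the smallest p that these permutations can give. With genes ordered by limma's moderated statistic the 2 interferon lists scored 3.17 and 2.97. The inflammatory response list scored 2.49 at the same adjusted p, TNF-alpha signaling via NF-kB 2.28 (adjusted p = 0.00262), UV response down 2.06 (0.0103), IL6-JAK-STAT3 signaling 1.77 (0.0442) and complement 1.72 (0.0455). Allograft rejection scored 1.43 and did not pass (adjusted p = 0.142), but passed in that second ordering (1.45, adjusted p = 0.0194). Within the UV response down list 1 of 134 genes, Col3a1, rose over all genes tested and 11 rose and 2 fell when adjusted over the list alone. Permuting genes takes the members of a list as independent, and of these lists those of the interferon response and epithelial-mesenchymal transition also passed camera, none of them with an estimated correlation.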

Table 1 shows the most significant categories for upregulated in RKIP knockdown and those negatively correlated with RKIP expression in breast cancer. The top nine categories down in the RKIP knockdown all match categories in the top 11 of the sets negatively correlated with RKIP expression. 

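Among lists beside the downregulated sets, those of cell proliferation and ribosome synthesis had the lowest normalized enrichment scores in the same ordering by fold change. The E2F targets list scored −2.91, with 77 of its 186 genes above 0, MYC targets V2 scored −2.73 and MYC targets V1 −2.60, with 81 of its 181 genes above 0, each at an adjusted p = 0.000732, which rests on the smallest p of the permutations. With camera and an estimated correlation the adjusted p = 0.819 for E2F targets, 0.58 for MYC targets V2 and 0.845 for MYC targets V1, and by camera with the preset correlation V2 alone passed, while MYC targets V1 did not pass on the moderated statistic (−1.20, adjusted p = 0.165), on which E2F targets scored −1.57. No gene of these 3 lists passed limma's test, over all genes or adjusted over the list alone, and their medians lay between −0.07 and −0.006 on the log2 scale. The median over all genes tested was also −0.006, so that of MYC targets V1 did not differ from it at this rounding. Highly expressed members had log2 changes of −0.02 for the translation factor gene Eif4a1 and −0.01 for Ywhae in MYC targets V1, and −0.05 for the tubulin gene Tubb5 in E2F targets. The reactive oxygen species pathway scored −1.64 (adjusted p = 0.0764), oxidative phosphorylation −1.60 (0.0771) and DNA repair −1.23 (0.29), none past the threshold. Vdac3 and Atp5b, abundant genes of oxidative phosphorylation, had log2 changes of 0.02 and 0.01, and Pcna and Ddb1 of the DNA repair list both had changes within 0.01 of 0. The estrogen response early list scored 1.03 (adjusted p = 0.449), with a median log2 change of 0.004, a mean of −0.004 and Olfm1 as the 1 gene that fell (2 higher and 2 lower when adjusted over the list alone). By camera the adjusted p was 0.449 for oxidative phosphorylation and 0.971 for estrogen response early.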

Table 2 shows the most significant categories for downregulated in RKIP knockdown and those positively correlated with RKIP expression in breast cancer. Five of the eight top categories up in the RKIP knockdown match categories in the top eight of the sets positively correlated with RKIP expression.

The mouse breast cancer cell line FARN168 is considered as a triple-negative subtype. We analyzed the co-expression of RKIP mRNA by breast cancer subtype (PAM50) using the same TCGA RNA-seq data as before (Supplementary Materials). Supplementary Table S1 shows the GSEA results for all samples and subtypes. The categories related to inflammation and immune response are highlighted in yellow. All subtypes show an enrichment for gene sets in these categories. Therefore, the relationship between RKIP and these pathways is not limited to a specific breast cancer subtype. The overlaps between the subtypes are visualized in the Venn diagrams of Supplementary Figure S1.

Consistently, the gene sets that are downregulated in the knockdown experiment are strongly correlated with RKIP expression in breast cancer. This suggests that the effects of RKIP on the expression of genes involved with immune response are not species specific.

## 4. Discussion

Immune response is a defense mechanism that evolved to combat infection and tissue injury. It is generally divided into innate and adaptive immunity [28]. Innate immunity is our first line of defense and consists of myeloid cells, natural killer cells, and innate lymphoid cells. It reacts quickly to invading pathogens and damaged tissue by recognizing pathogen-associated molecular patterns (PAMPs) or host-derived damaged-associated molecular patterns (DAMPs). PAMPs and DAMPs are detected by a great variety of receptors known as PRRs (pattern recognition receptors), which are present on the cell surface and in the cytoplasm of innate immune cells. PRR recognition of PAMPs and DAMPs activates several transcription factors including NF-kB and IRFs. These transcription factors then increase the expression of genes encoding chemokines, cytokines, and enzymes that are crucial for inflammation initiation and leukocyte recruitment and activation. A subset of PRRs activate caspase-1, a protease that cleaves the pro-cytokines IL1b and IL18 to functional cytokines [29,30]. Adaptive immunity consists of B- and T-lymphocytes. They are slower to respond but do so specifically and create an immunological memory from the insults. This immunological memory is advantageous from an evolutionary standpoint, as it allows the body to remember previous insults and therefore mounts a more rapid and effective response [28].

Experiments with global RKIP knockout mice revealed a regulatory role of RKIP in the inflammatory response to pathogens and tissue injury. By interacting with multiple signaling molecules in both immune and non-immune cells, RKIP was demonstrated to have both retraining and supportive roles in inflammation initiated by innate and adaptive immune response. Notably, it was shown that the induction of the synthesis of cytokines, TNFα, IFNβ and IL6 in macrophages by viral infection was RKIP dependent [19]. RKIP was also shown to play a positive role in systemic inflammatory response syndrome in mice, which was caused by excessive production of IFN-γ by Vβ3+ T cells-stimulated splenocytes [31].

The molecular basis of cytokine induction by viral infection has been elucidated. Recognition of viral PAMPs by PRRs mostly activates the TANK-binding kinase 1 (TBK1), which then phosphorylates and activates the transcription factor–interferon regulatory factors 3 (IRF3) and 7 (IRF7), ensuing their homo- or heterodimerization. Dimerized IRFs translocate to the nucleus and stimulate expression of chemokines and cytokines, including small amounts of IFN-β and -α. Secreted IFN-β and -α bind to the cytokine dimeric receptor IFNAR1/2 in an autocrine and paracrine pattern to catalyze activation of phosphorylation of the receptors and receptor-bound STATs 1 and 2. Phosphorylated STAT1/2 heterodimers pair up with IRF9, forming IFN-stimulated gene factor 3 (ISGF3), which activate IFN-induced genes (ISGs) after binding to IFN-stimulated response elements (ISREs) located in the ISG promoters. ISGs include genes that encode IL6, IRF7, and components of ISGF3 factors. Augmented synthesis of IRFs 7, 9 and STATs 1, 2 further amplify the effect due to the activation of IFN-β and -α, forming a positive-feedback regulatory loop [32,33]. Mechanistically, RKIP binds to and facilitates TBK1 auto-phosphorylation after viral infection, and significantly, RKIP itself is a substrate of TBK1. It has been shown that phosphorylation of RKIP at Ser^109^ strengthens its interaction with TBK1 [19]. The signaling targets involved in RKIP-mediated enhancement of T cells-dependent systemic inflammatory response caused by exaggerated production of IFN-γ is currently not known.

Although RKIP has been shown as an immune modulator [34,35], the effect of RKIP on immune response genes in breast cancer has never been reported. Our genome-wide microarray results documented for the first-time the effects of an RKIP knockdown on gene expression in cultured breast cancer cells. We showed that a decrease in RKIP expression by specific small interfering RNA increased the expression of genes involved with immune response with the enrichment of genes vital for type 1 and 2 IFN-mediated inflammatory responses in breast cancer cells. 

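The lists of type 1 and type 2 interferon response genes overlap. Of the genes listed for the interferon alpha response alone, 32 were measured, 27 had a value above 0 and 2 rose (Dhx58 and Oasl2, a protein related to the oligoadenylate synthetases and named after its value was seen), with a median log2 change of 0.23. Of 58 genes in both interferon response lists, 47 were above 0 and 9 rose, among them Isg15, the ubiquitin-like modifier, and Gbp3, a guanylate-binding protein (both named after their values were seen), with a median of 0.21. Of 104 genes listed for the interferon gamma response alone, 65 were above 0 and 6 rose, with a median of 0.04. These were Ccl2, Ccl7, Ddx58, Iigp1, Irgm1 and Irgm2. In a comparison chosen after seeing the data, all 3 groups were higher by camera (adjusted over these 3 groups alone and not over the 36 lists, adjusted p = 9.90e-13, 7.04e-19 and 0.000148 in this order), and with an estimated correlation the adjusted p over the same 3 groups was 0.00847, 0.00847 and 0.0775, values that are not comparable with the 0.0612 of the whole interferon alpha response list over 36. The differences between the 3 groups were not tested.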

The results were substantiated with our meta-analysis of the gene expression database in clinical breast cancer. Our present study therefore provides an experimental proof that RKIP is a potential immune modulator in breast cancer.

While type 1 IFN has five members including IFN-α and -β, type 2 IFN consists of IFN-γ. Unlike type 1 IFN, the expression of type 2 IFN is not directly regulated by IRF but is induced by a number of mitogens and cytokines, particularly IL-2, IL-12, IL-15, IL-18, and type I IFN [36,37]. The logic of why RKIP has an opposite effect on IFN response in macrophages and breast cancer cells is currently unrecognized, and the effect of RKIP on TBK1 in transformed non-immune cells is presently not known. Although TBK1 is the preferred kinase for activation phosphorylation of IRF-3 and -7 in immune cells, IKKε, a close homologue of TBK1, was also identified as a physiological kinase of both IRFs [38]. IKKε was identified as an amplified and overexpressed oncogene by an integrative genomic approach in breast cancer. It remains to be determined if IKK-ε is the predominant driver of IFN response in breast cancer and if it is a target of RKIP. It is also not recognized how IFN-γ signaling is negatively regulated by RKIP in cancer cells. It is possible that RKIP may indirectly regulate IFN type II signaling through type I.

IFN is a class of soluble immune chemical mediators that are characterized by their anti-viral function. Virally infected cells and cancer cells may both be recognized by the immune system. Both fragmented nucleic acids generated by genome unstable cancer cells and viral DNA/RNA stimulate the same pathways through pattern recognition receptors (PRRs) and can illicit an immune response. IFN response is an important component of the cancer surveillance system; its effects on cancer are complex and cancer-type specific. The IFN response enables the host immune system to recognize and eliminate tumorigenic cells. Murine models deficient in type I IFN receptors or II receptors showed increased tumorigenesis compared to wild-type models, suggesting the significance of both classes of IFN in restraining tumor development [39]. Whereas IFN-γ has antitumor effects via directly targeting tumorigenic cells, it was suggested that type I IFN mediates the antitumor effects via stimulation of host hematopoietic cells [39,40]. IFN response has also demonstrated a supportive role for cancer progression and metastasis. Type I IFN response leads to cancer inflammation, resulting in a conducive tumor microenvironment with increased angiogenesis and immune cell infiltration. Type II IFN signaling also has a protumor effect. IFN-γ upregulates T regulatory cells (Treg) and inhibits CD8 T cells [41]. A variety of other mechanisms, including attenuation of neutrophils, upregulation of MHC II, and expression of nonclassical MHC I, have also been implicated to contribute to the tumorigenic effects of IFN-γ [42].

One out of eight women here in the United States will be diagnosed with breast cancer in their lifetime. Each year, an estimated 40,000 women will succumb to breast cancer in the US. IFN-stimulated genes are widely expressed across the different breast cancer subtypes [43]. Significantly, breast cancer tumors expressing higher IFN response gene signatures had higher proclivity to metastasize as compared to tumors expressing low levels of IFN response genes [44]. Here, we showed that the expression of IFN response genes negatively correlated with RKIP expression in clinical breast cancer samples. Furthermore, our results with cell-based studies demonstrated a causal effect of RKIP on the expression of IFN response genes. RKIP has a causal suppressive role in breast cancer metastasis in cancer cell transplantation experimental mouse models. We previously reported that the low RKIP expression levels in breast cancer are associated with a poor prognosis.

## 5. Conclusions

Taken together, our results therefore suggest that RKIP may interfere with breast cancer metastasis by negatively impinging on IFN signaling pathways in breast cancer. At present, it is not clear if the effects of RKIP on IFN signaling pathways are cancer cell-type specific. Identifying targeting IFN signaling as a possible cause of RKIP-mediated suppression of breast cancer metastasis will provide additional drug targets for therapeutic intervention.

## Figures and Tables

**Figure 1:**
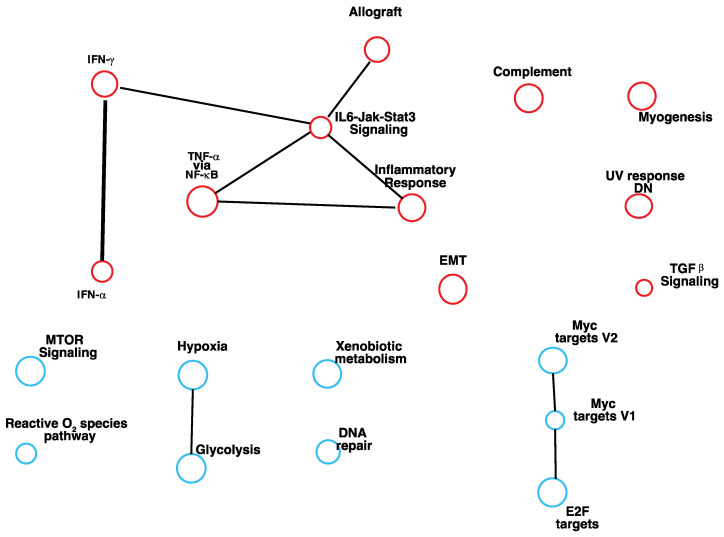
Expression of immune response gene sets correlates with RKIP expression in cultured mouse cancer cells. Cytoscape Enrichment Map with each node (circle) represents a gene set with the indicated biological state. The expression levels of each gene set can be either upregulated (red) or downregulated (blue) in response to reduced RKIP expression. Gene sets with shared genes are linked by edges (dark lines) with thicknesses that correspond to the number of genes in common between two sets. The overlap coefficient was set at 0.2, so that the edges are shown for sets that have about 20% shared genes. Only gene sets with FDR < 0.1 and *p* < 0.03 are shown.

**Figure 2:**
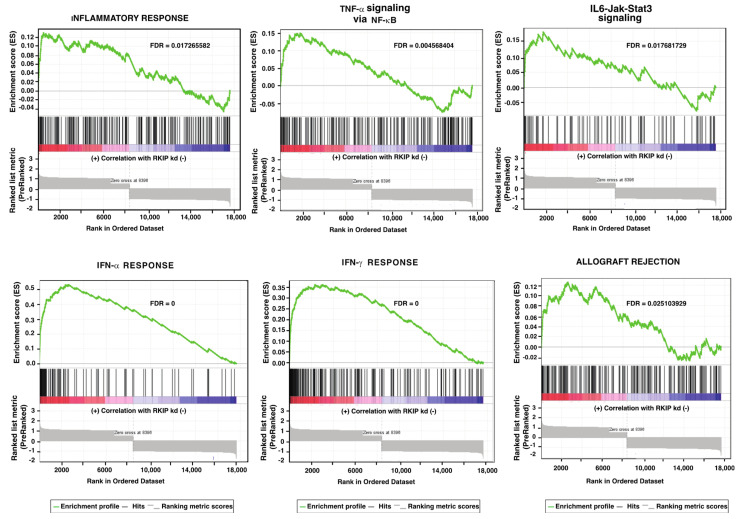
In RKIP knockdown168FARN mouse breast cancer cells, gene sets for immune response were significantly enriched. Enrichment score (ES) are displayed on the y-axis. Vertical black lines on the x-axis represent different genes in the gene sets. Each gene was assigned an ES that was calculated as the maximum deviation from zero as it is going down the ranked list. ES represents the degree of over-representation of a gene set at the top or at the bottom of the ranked gene list. The degree of correlation of genes with the RKIP knockdown are color coded with red for positive and blue for negative correlation. Significance threshold set at FDR < 0.03.

**Figure 3:**
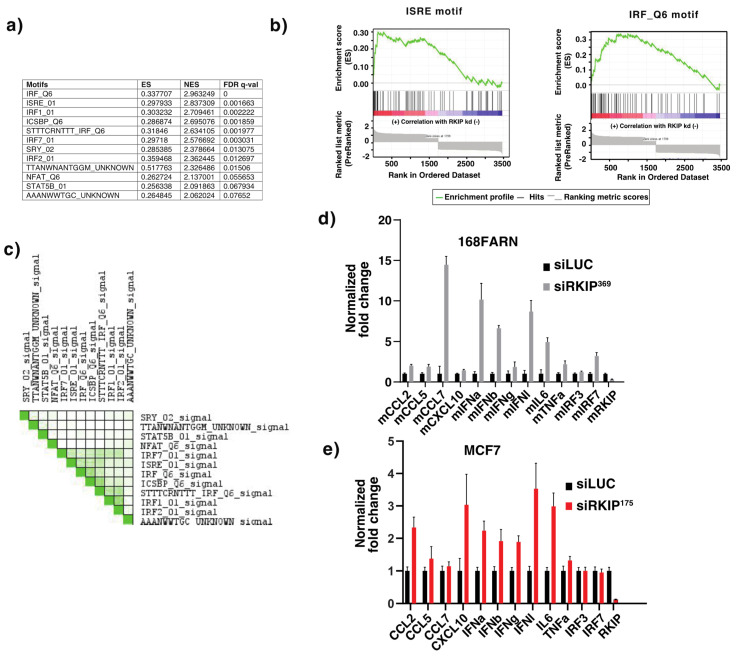
(**a**) The table shows a list of motifs in the MSigDb Transcription Target collection that were enriched in RKIP knockdown168FARN mouse breast cancer cells with FDR < 0.08. (**b**) Enrichment graphs for the top two motifs have the same format as the graphs in Figure 2. (**c**) The set-to-set graph shows the overlap in the leading-edge genes shared by the top 10 gene sets from the GSEA analysis using the TF binding motif gene sets and the si175 v siLuc gene list. Six of the top ten gene sets have many of the leading-edge genes in common, as shown by the dark green squares. Most of these correspond to binding motifs for IRFs (interferon regulatory factors). (**d**) Relative mRNA levels of indicated immune response genes normalized with mGAPDH (mean ± SE), as quantified by qRT-PCR in 168FARN cells expressing the indicated siRNA. The experiments were repeated three times with similar results. (**e**) Relative mRNA levels of indicated immune response genes normalized with GAPDH (mean ± SE), as quantified by qRT-PCR in MCF7 cells expressing indicated siRNA. The experiments were repeated three times with similar results.

**Figure 4:**
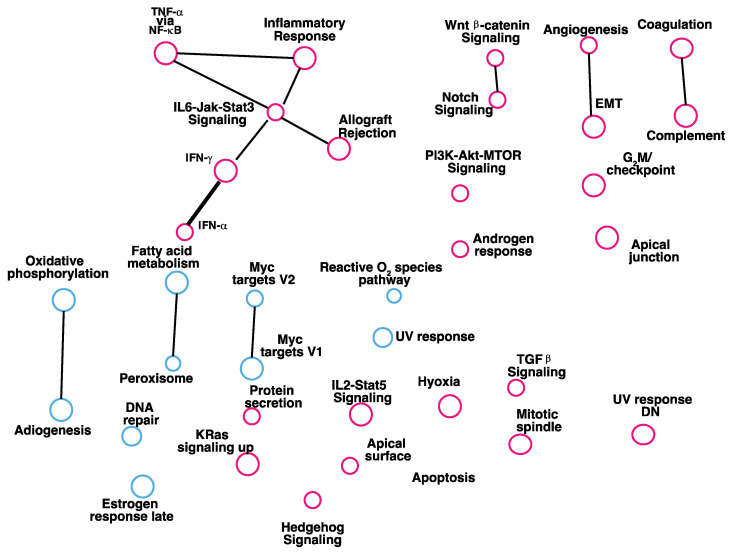
Expression of immune response gene sets correlates with RKIP expression in clinical breast cancers. Cytoscape Enrichment Map with each node (circle) represents a gene set with the indicated biological state. The expression levels of each gene set were either upregulated (red) or downregulated (blue) in low-RKIP-expressing cancers. Gene sets with shared genes are linked by edges ( dark lines) with thicknesses that correspond to the number of genes in common between two sets. Only gene sets with FDR < 0.1 and *p* < 0.03 are shown.

**Figure 5:**
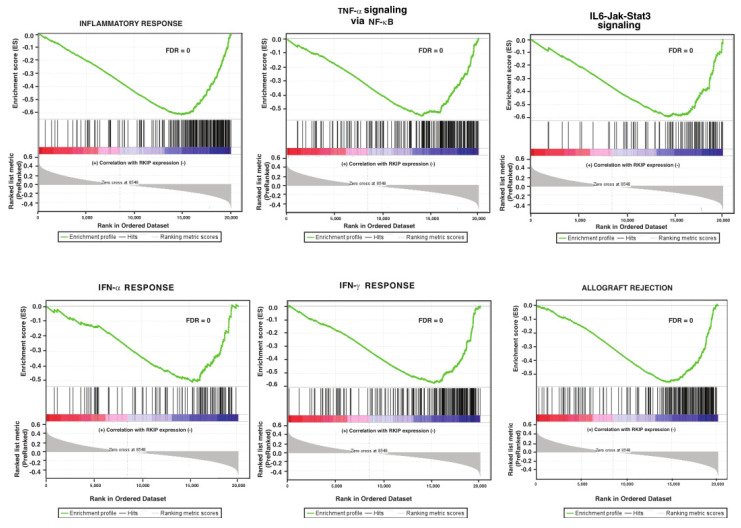
In RKIP low-expressing clinical breast cancer, gene sets for immune response were significantly enriched. Enrichment scores (ES) are displayed on the y-axis. Vertical black lines on the x-axis represent different genes in the gene sets. Each gene was assigned an ES that was calculated as the maximum deviation from zero as it is going down the ranked list. ES represents the degree of over-representation of a gene set at the top or at the bottom of the ranked gene list. The colored band at the bottom represents the degree of correlation of genes with RKIP expression (red for positive and blue for negative correlation). Significance threshold set at FDR < 0.03.

**Table 1:** GSEA kd up and negative correlation. The top hits are listed from the GSEA analysis of the RKIP knockdown (genes upregulated) and show those that are negatively correlated with RKIP expression in the breast cancer TCGA samples. All nine gene sets with q values less than 0.05 are listed. The top 11 ranked by NES of the sets negatively correlated with RKIP expression are listed. The gene signatures shared between the two groups are highlighted. NES, Normalized Enrichment Score.

RKIP kd vs. Control Up	NES	NOM *p*-Value	FDR q-Value	Negative Correlation RKIP	NES	NOM *p*-Value	FDR q-Value
**INTERFERON_ALPHA_RESPONSE**	6.040572	0	0	**INFLAMMATORY_RESPONSE**	−2.80127	0	0
**INTERFERON_GAMMA_RESPONSE**	5.630654	0	0	**EPITHELIAL_MESENCHYMAL_TRANSITION**	−2.6795	0	0
**EPITHELIAL_MESENCHYMAL_TRANSITION**	3.491317	0	0	**INTERFERON_GAMMA_RESPONSE**	−2.62019	0	0
**TNFA_SIGNALING_VIA_NFKB**	2.311845	0	0.004568	**ALLOGRAFT_REJECTION**	−2.52816	0	0
**UV_RESPONSE_DN**	2.304864	0.001919	0.003655	**TNFA_SIGNALING_VIA_NFKB**	−2.49759	0	0
**INFLAMMATORY_RESPONSE**	2.031128	0.005556	0.017266	**UV_RESPONSE_DN**	−2.44412	0	0
**COMPLEMENT**	1.950489	0.006085	0.022258	**KRAS_SIGNALING_UP**	−2.44371	0	0
**ALLOGRAFT_REJECTION**	1.911962	0.006061	0.025104	**IL6_JAK_STAT3_SIGNALING**	−2.39554	0	0
**IL6_JAK_STAT3_SIGNALING**	1.890129	0.017682	0.025151	**COMPLEMENT**	−2.29257	0	0
				**MITOTIC_SPINDLE**	−2.27098	0	0
				**INTERFERON_ALPHA_RESPONSE**	−2.11048	0	0

**Table 2:** GSEA kd down and positive correlation. The top hits are listed from the GSEA analysis of the RKIP knockdown (genes downregulated) and those that are positively correlated with RKIP expression in the breast cancer TCGA samples. All eight gene sets with q values less than 0.2 are listed. The top 10 ranked by NES of the sets positively correlated with RKIP expression are listed. The gene signatures shared between the two groups are highlighted. NES, Normalized Enrichment Score.

RKIP kd vs. Control Down	NES	NOM *p*-Value	FDR q-Value	Positive Correlation RKIP	NES	NOM *p*-Value	FDR q-Value
**MYC_TARGETS_V1**	−3.33323	0	0	**OXIDATIVE_PHOSPHORYLATION**	3.495134	0	0
**E2F_TARGETS**	−2.42757	0	0.002051	**MYC_TARGETS_V1**	2.596274	0	0
**MYC_TARGETS_V2**	−2.24774	0	0.00527	**DNA_REPAIR**	2.395833	0	0
**REACTIVE_OXYGEN_SPECIES**	−2.09321	0.004107	0.013857	**MYC_TARGETS_V2**	2.364108	0	0
**DNA_REPAIR**	−1.83964	0.008949	0.051236	**ADIPOGENESIS**	1.905392	0	1.45 × 10^−4^
**KRAS_SIGNALING_UP**	−1.63499	0.036403	0.12295	**FATTY_ACID_METABOLISM**	1.816652	0	4.45 × 10^−4^
**OXIDATIVE_PHOSPHORYLATION**	−1.51916	0.06993	0.18503	**REACTIVE_OXYGEN_SPECIES**	1.696399	0	0.001005
**ESTROGEN_RESPONSE_EARLY**	−1.50451	0.052863	0.1742	**PEROXISOME**	1.475564	0	0.015246
				**ESTROGEN_RESPONSE_LATE**	1.38756	0	0.033137
				**UV_RESPONSE_UP**	1.293321	0.026144	0.072677

## Data Availability

Expression values for the microarray experiment were deposited to NCBI GEO with the accession number GSE206259.

## Supplementary Materials

The following are available online at: https://www.mdpi.com/article/10.3390/cancers14153605/s1, Figure S1: Venn diagrams showing overlap between different breast cancer subtypes, Table S1: GSEA results for all breast cancer samples and subtypes.

## References

[1] Yeung K., Seitz T., Li S., Janosch P., McFerran B., Kaiser C., Fee F., Katsanakis K.D., Rose D.W., Mischak H. (1999). Suppression of Raf-1 kinase activity and MAP kinase signalling by RKIP. Nature.

[2] Kolch W. (2000). Meaningful relationships: The regulation of the Ras/Raf/MEK/ERK pathway by protein interactions. Biochem. J..

[3] Schaeffer H.J., Weber M.J. (1999). Mitogen-activated protein kinases: Specific messages from ubiquitous messengers. Mol. Cell Biol..

[4] Schoentgen F., Jolles P. (1995). From structure to function: Possible biological roles of a new widespread protein family binding hydrophobic ligands and displaying a nucleotide binding site. FEBS Lett..

[5] Beshir A.B., Ren G., Magpusao A.N., Barone L.M., Yeung K.C., Fenteany G. (2010). Raf kinase inhibitor protein suppresses nuclear factor-kappaB-dependent cancer cell invasion through negative regulation of matrix metalloproteinase expression. Cancer Lett..

[6] Escara-Wilke J., Keller J.M., Ignatoski K.M., Dai J., Shelley G., Mizokami A., Zhang J., Yeung M.L., Yeung K.C., Keller E.T. (2015). Raf kinase inhibitor protein (RKIP) deficiency decreases latency of tumorigenesis and increases metastasis in a murine genetic model of prostate cancer. Prostate.

[7] Dangi-Garimella S., Yun J., Eves E.M., Newman M., Erkeland S.J., Hammond S.M., Minn A.J., Rosner M.R. (2009). Raf kinase inhibitory protein suppresses a metastasis signalling cascade involving LIN28 and let-7. EMBO J..

[8] Yun J., Frankenberger C.A., Kuo W.L., Boelens M.C., Eves E.M., Cheng N., Liang H., Li W.H., Ishwaran H., Minn A.J. (2011). Signalling pathway for RKIP and Let-7 regulates and predicts metastatic breast cancer. EMBO J..

[9] Datar I., Feng J., Qiu X., Lewandowski J., Yeung M., Ren G., Aras S., Al-Mulla F., Cui H., Trumbly R. (2015). RKIP Inhibits Local Breast Cancer Invasion by Antagonizing the Transcriptional Activation of MMP13. PLoS ONE.

[10] Granovsky A.E., Clark M.C., McElheny D., Heil G., Hong J., Liu X., Kim Y., Joachimiak G., Joachimiak A., Koide S. (2009). Raf kinase inhibitory protein function is regulated via a flexible pocket and novel phosphorylation-dependent mechanism. Mol. Cell Biol..

[11] Wenzel S.E., Tyurina Y.Y., Zhao J., St Croix C.M., Dar H.H., Mao G., Tyurin V.A., Anthonymuthu T.S., Kapralov A.A., Amoscato A.A. (2017). PEBP1 Wardens Ferroptosis by Enabling Lipoxygenase Generation of Lipid Death Signals. Cell.

[12] Lorenz K., Lohse M.J., Quitterer U. (2003). Protein kinase C switches the Raf kinase inhibitor from Raf-1 to GRK-2. Nature.

[13] Al-Mulla F., Bitar M.S., Feng J., Park S., Yeung K.C. (2012). A new model for raf kinase inhibitory protein induced chemotherapeutic resistance. PLoS ONE.

[14] Al-Mulla F., Bitar M.S., Al-Maghrebi M., Behbehani A.I., Al-Ali W., Rath O., Doyle B., Tan K.Y., Pitt A., Kolch W. (2011). Raf kinase inhibitor protein RKIP enhances signaling by glycogen synthase kinase-3beta. Cancer Res..

[15] Chatterjee D., Sabo E., Tavares R., Resnick M.B. (2008). Inverse association between Raf Kinase Inhibitory Protein and signal transducers and activators of transcription 3 expression in gastric adenocarcinoma patients: Implications for clinical outcome. Clin. Cancer Res..

[16] Chatterjee D., Sabo E., Resnick M., Yeung K., Chin Y., Bonavida B. (2008). The RKIP and STAT3 Axis in Cancer Chemotherapy: Opposites Attract. Sensitization of Cancer Cells for Chemo/Immuno/Radio-Therapy.

[17] Al-Mulla F., Bitar M.S., Taqi Z., Yeung K.C. (2013). RKIP: Much more than Raf kinase inhibitory protein. J. Cell Physiol..

[18] Eves E.M., Shapiro P., Naik K., Klein U.R., Trakul N., Rosner M.R. (2006). Raf kinase inhibitory protein regulates aurora B kinase and the spindle checkpoint. Mol. Cell.

[19] Gu M., Liu Z., Lai R., Liu S., Lin W., Ouyang C., Ye S., Huang H., Wang X. (2016). RKIP and TBK1 form a positive feedback loop to promote type I interferon production in innate immunity. EMBO J..

[20] Lai R., Gu M., Jiang W., Lin W., Xu P., Liu Z., Huang H., An H., Wang X. (2017). Raf Kinase Inhibitor Protein Preferentially Promotes TLR3-Triggered Signaling and Inflammation. J. Immunol..

[21] Lin W., Su F., Gautam R., Wang N., Zhang Y., Wang X. (2018). Raf kinase inhibitor protein negatively regulates FcepsilonRI-mediated mast cell activation and allergic response. Proc. Natl. Acad. Sci. USA.

[22] Lin W., Ma C., Su F., Jiang Y., Lai R., Zhang T., Sun K., Fan L., Cai Z., Li Z. (2017). Raf kinase inhibitor protein mediates intestinal epithelial cell apoptosis and promotes IBDs in humans and mice. Gut.

[23] Qin Q., Liu H., Shou J., Jiang Y., Yu H., Wang X. (2021). The inhibitor effect of RKIP on inflammasome activation and inflammasome-dependent diseases. Cell. Mol. Immunol..

[24] Schmid E., Neef S., Berlin C., Tomasovic A., Kahlert K., Nordbeck P., Deiss K., Denzinger S., Herrmann S., Wettwer E. (2015). Cardiac RKIP induces a beneficial beta-adrenoceptor-dependent positive inotropy. Nat. Med..

[25] Antoun G., Bouchard-Cannon P., Cheng H.Y. (2012). Regulation of MAPK/ERK signaling and photic entrainment of the suprachiasmatic nucleus circadian clock by Raf kinase inhibitor protein. J. Neurosci..

[26] Zamparo I., Francia S., Franchi S.A., Redolfi N., Costanzi E., Kerstens A., Fukutani Y., Battistutta R., Polverino de Laureto P., Munck S. (2019). Axonal Odorant Receptors Mediate Axon Targeting. Cell Rep..

[27] Subramanian A., Tamayo P., Mootha V.K., Mukherjee S., Ebert B.L., Gillette M.A., Paulovich A., Pomeroy S.L., Golub T.R., Lander E.S. (2005). Gene set enrichment analysis: A knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl. Acad. Sci. USA.

[28] Netea M.G., Schlitzer A., Placek K., Joosten L.A.B., Schultze J.L. (2019). Innate and Adaptive Immune Memory: An Evolutionary Continuum in the Host’s Response to Pathogens. Cell Host Microbe.

[29] Bonjardim C.A., Ferreira P.C., Kroon E.G. (2009). Interferons: Signaling, antiviral and viral evasion. Immunol. Lett..

[30] Newton K., Dixit V.M. (2012). Signaling in innate immunity and inflammation. Cold Spring Harb. Perspect. Biol..

[31] Wright K.T., Vella A.T. (2013). RKIP contributes to IFN-gamma synthesis by CD8+ T cells after serial TCR triggering in systemic inflammatory response syndrome. J. Immunol..

[32] Nan J., Wang Y., Yang J., Stark G.R. (2018). IRF9 and unphosphorylated STAT2 cooperate with NF-kappaB to drive IL6 expression. Proc. Natl. Acad. Sci. USA.

[33] Honda K., Takaoka A., Taniguchi T. (2006). Type I interferon [corrected] gene induction by the interferon regulatory factor family of transcription factors. Immunity.

[34] Zaravinos A., Bonavida B., Chatzaki E., Baritaki S. (2018). RKIP: A key regulator in tumor metastasis initiation and resistance to apoptosis: Therapeutic targeting and impact. Cancers.

[35] Gabriela-Freitas M., Pinheiro J., Raquel-Cunha A., Cardoso-Cameiro D., Martino O. (2019). RKIP as an inflammatory and immune system modulator: Implication in cancer. Biomolecules.

[36] Nguyen K.B., Cousens L.P., Doughty L.A., Pien G.C., Durbin J.E., Biron C.A. (2000). Interferon alpha/beta-mediated inhibition and promotion of interferon gamma: STAT1 resolves a paradox. Nat. Immunol..

[37] Young H.A., Hardy K.J. (1995). Role of interferon-gamma in immune cell regulation. J. Leukoc. Biol..

[38] Boehm J.S., Zhao J.J., Yao J., Kim S.Y., Firestein R., Dunn I.F., Sjostrom S.K., Garraway L.A., Weremowicz S., Richardson A.L. (2007). Integrative genomic approaches identify IKBKE as a breast cancer oncogene. Cell.

[39] Dunn G.P., Bruce A.T., Sheehan K.C., Shankaran V., Uppaluri R., Bui J.D., Diamond M.S., Koebel C.M., Arthur C., White J.M. (2005). A critical function for type I interferons in cancer immunoediting. Nat. Immunol..

[40] Dunn G.P., Koebel C.M., Schreiber R.D. (2006). Interferons, immunity and cancer immunoediting. Nat. Rev. Immunol..

[41] Kim M.K., Kim H.W., Jang M., Oh S.S., Yong S.J., Jeong Y., Jung S.H., Choi J.W. (2020). LOX family and ZFPM2 as novel diagnostic biomarkers for malignant pleural mesothelioma. Biomark. Res..

[42] Wischhusen J., Waschbisch A., Wiendl H. (2007). Immune-refractory cancers and their little helpers—An extended role for immunetolerogenic MHC molecules HLA-G and HLA-E?. Semin. Cancer Biol..

[43] Ogony J., Choi H.J., Lui A., Cristofanilli M., Lewis-Wambi J. (2016). Interferon-induced transmembrane protein 1 (IFITM1) overexpression enhances the aggressive phenotype of SUM149 inflammatory breast cancer cells in a signal transducer and activator of transcription 2 (STAT2)-dependent manner. Breast Cancer Res..

[44] Buess M., Nuyten D.S., Hastie T., Nielsen T., Pesich R., Brown P.O. (2007). Characterization of heterotypic interaction effects in vitro to deconvolute global gene expression profiles in cancer. Genome Biol..

How the deposited data were processed for this re-analysis (not part of the article)

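RNA of 168FARN cells with a stably expressed hairpin against RKIP (3 samples) or against luciferase (3 samples) was measured on Affymetrix Mouse Gene 2.0 ST arrays, 1 array per sample. The authors' record names RMA and the oligo package, and the deposited values lie in the range of log2 intensities on every array, the scale that RMA gives after background correction, quantile normalization and summary of probes. The version of that package is not given in the sources used here. The deposited table held 1 column per array for 41345 probe sets, all 6 columns were used, and no 2 arrays were identical. The raw intensities, qRT-PCR values and tumor cohorts of the study were not analysed here.
Probe sets were joined to gene symbols through the probe table of the platform. Probe sets with several gene symbols or none were left out of tests of named genes, and for each of the 1082 genes with more than 1 probe set the probe set with the highest mean over all arrays was used, a choice that does not look at the groups. No filter on signal was applied. Genes were compared between the groups with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default settings, 4 residual degrees of freedom, Benjamini-Hochberg adjustment, threshold of 0.05 on the adjusted p). Log2 changes are RKIP knockdown minus control knockdown, with limma's standard error. Analysis of variance of the 2 groups, gene by gene, with a 1.5-fold change and p under 0.01, follows the thresholds of the study's methods. Genes whose 3 values in one group lie wholly above or below the other group's are expected at 10% by chance.
The 36 gene lists were written by hand from general knowledge, 23 of them to stand beside sets that the paper names, and each was tested with limma's camera (preset correlation between genes of 0.01, lists of at least 5 genes). For lists that passed camera, the value with the correlation estimated per list is given too. Adjusted p-values of lists are over the 36 lists, over the 31 that remain where interferon-related genes are removed, and over 3 groups where the 2 interferon response lists are divided, and counts adjusted over the list alone adjust limma's p-values over the members of that list. Pre-ranked GSEA used fgsea 1.28.0 with 10000 permutations of genes and random seed 1, on genes ordered by signed fold change and, as an alternative, by limma's moderated statistic. A second group of lists, of fibroblast genes and of genes the paper measured by qRT-PCR, was written after the fit was seen. The named genes are the 10 with the largest rise and the 10 with the largest fall among genes past the threshold with no overlap between the groups, genes that the paper names, up to 4 members of a list in its direction and up to 2 in the other, and the 2 members with the highest signal where none passed. Genes named outside this rule are marked as chosen after their values were seen.
The limma test and the list tests were tested on simulated data drawn for independent genes from normal distributions with each gene's mean and residual SD, in which 3.66% of 164 calls were false and camera called 0 of 20 unchanged lists. Recovery was 96% for simulated log2 changes of 1.5 and 98% for 2. As a measure of background, the 95th percentile of the mean log2 value of 1105 olfactory receptor genes was used. The alternatives were a second quantile normalization, centring of arrays on their medians, removal of the 33.3% of genes with the lowest signal, the mean of all probe sets of a gene, all probe sets as separate features, a variance trend with robust fitting, array weights, the replicate number as a block, analysis of variance, a threshold of 0.1, each array left out in turn, and for lists an estimated correlation, limma's fry, both forms of GSEA and removal of interferon-related genes. Protein-coding genes only, an unadjusted threshold of analysis of variance and the division of the 2 interferon lists were added after seeing the data. Each count was also set beside the counts of the other 9 ways to split the 6 arrays into 3 and 3. Enrichment of IRF motifs was left out because no genome was used.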

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

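Of the tests below, those on myeloid markers, interferon genes and fibroblast genes and that of single arrays for Col6a3, Acta2, Aspn and Col3a1 were chosen after the results were seen, and those on splits of the arrays and on single arrays for the interferon alpha response list were planned.
Col6a3 (log2 change 1.70), Acta2 (1.57), Aspn (1.09), Col3a1 (1.03), Usp17le (1.10) and Egln3 (1.02) were flagged because they are among the largest changes in the comparison and lie outside the genes the paper discusses. The list of ERK pathway output, with a median log2 change of −0.0727, was flagged because it passed camera and the paper reports no array result for these genes.
The first pattern is the rise of Col6a3, Acta2, Aspn and Col3a1, whose mean log2 change was 1.35. The lowest mean of the 4 genes without 1 array was 1.31, which decides nothing about single arrays, since the genes were picked for a rise on every array. Fibroblast RNA in the knockdown samples would raise Col1a2, Dcn, Lum, Thy1, Postn and Fap. The upper 95% bound of their mean log2 change was 0.22 (mean 0.07), but 1 of the 6 genes has a mean above background, so fibroblast RNA cannot be told apart from a rise within the cancer cells. Differences between the cells of the 2 groups other than RKIP could also give it, which was not tested.
The second pattern is the rise of the interferon alpha response list, with a median log2 change of 0.21. The lowest median of the list without 1 array was 0.19, so a single array does not decide it. RNA from macrophages or other myeloid cells would raise the 20 myeloid markers, whose mean log2 change had an upper 95% bound of 0.0629, but 5 of the 20 lie above the background measure, so this source cannot be told apart from a rise within the cancer cells. More interferon transcripts in the knockdown cells cannot be told apart from an unchanged amount, since only 7 of 19 interferon genes lay above the background measure. A response of the cells to the hairpin itself was not tested. For its ranked gene list the paper names 1 RKIP sequence and 1 control, in the legend of Figure 3c. The groups on the arrays therefore differ in the hairpin as well as in RKIP. The paper also reports higher interferon response genes by qRT-PCR in these cells and similar results in a human breast cancer line. Read by eye, the label of its qRT-PCR figure names a different RKIP sequence for these cells, so that result may rest on another hairpin. The qRT-PCR values of both lines were not analysed here.
The third pattern is the size of the comparison against the 10 splits of the 6 arrays into 3 and 3, which are too few for a share under 0.05. The true split called 56 genes at an adjusted p under 0.05 and the highest other split 0, with 73 against 9 at the study's thresholds, 9 lists by camera against 7, and 13 shared genes of the immune lists against 0. The mean log2 difference of the interferon alpha response list was 0.25 in the true split and at most 0.11 in the others. In each of these, 1 split, the true one, reached the observed value, so chance cannot be told apart from a difference by the splits alone.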

How the results depend on the processing

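The protein-coding setting and the unadjusted analysis of variance were chosen after seeing the data. Compared with camera for lists and limma for genes, no result past the threshold under either setting changed direction, while 24 results of 11 lists and 63 of 29 named genes that did not pass pointed the other way. The 2 forms of GSEA differ in direction for hypoxia and glycolysis, which were lower on fold change (scores of −1.99 and −1.76) and above 0 on the moderated statistic (1.31 and 1.14), where they did not pass. Of the list results under all alternatives 637 kept their side of the threshold, 22 passed only under an alternative and 20 no longer passed, and of those of named genes 1089, 6 and 263 did. Each array left out leaves 2 against 3 arrays, and signal limits low genes, since 12 of 19 interferon genes and most myeloid markers lie below the background measure. Genes higher and lower at an adjusted p under 0.05 (45 and 11) became 116 and 40 without the 33.3% of genes with the lowest signal, where fewer genes are tested, 307 and 213 with a variance trend and robust fitting, 2 and 0 over all 41345 probe sets, 4 and 3 by adjusted analysis of variance, 76 and 22 at a threshold of 0.1, and 1919 and 1921 by analysis of variance at an unadjusted p under 0.1. Median centring left 7 lower. Without 1 array 0 to 4 were higher and 0 to 0 lower, the study's thresholds gave 43 to 59 higher and 7 to 10 lower, and 0 to 1 shared immune genes were called. Shared immune genes numbered 34 with a variance trend and robust fitting. Pebp1, at −0.83, passed without the 33.3% of genes with the lowest signal (adjusted p = 0.0353) and with a variance trend and robust fitting (0.000749), and was −0.96 to −0.69 without 1 array. Apart from fewer samples or genes, the cause was not tested.
The paper states independent experiments, but no source used here says that a replicate number marks a shared experiment, so the samples were not paired. The residual correlation of arrays with the same number was −0.006, 0.067 and 0.099, and not every array correlated best with its own number, though the second principal component orders the numbers the same way in both groups, so whether they pair the samples stays open. With the replicate number as a block, which leaves 2 residual degrees of freedom, 0 genes were higher and 0 lower by limma (2292 at an unadjusted p under 0.05), 31 were higher at the study's thresholds, 0 shared immune genes were called, and the adjusted p of the reactive oxygen species pathway was 0.0655. The block ended no other list's call.
With an estimated correlation the adjusted p was 0.0612 for the interferon alpha response, 0.143 for the interferon gamma response, 0.168 for epithelial-mesenchymal transition, 0.58 for MYC targets V2, the reactive oxygen species pathway and ERK pathway output, 0.0623 for nucleic acid sensors and MHC class I, and 0.0532 for interferon-inducible GTPases. By fry, which tests a list without comparing it with other genes, it was 0.149 for MYC targets V2, 0.113 for the reactive oxygen species pathway and 0.0801 for ERK pathway output. The 6 other lists that passed camera, those of the interferon response among them, also passed fry, at an adjusted p of 0.00132 to 0.00836. By GSEA on fold change and on the moderated statistic it was 0.00262 and 0.00101 for TNF-alpha signaling, 0.000732 and 0.000751 for the inflammatory response, 0.0442 and 0.00101 for IL6-JAK-STAT3, 0.0455 and 0.00101 for complement, 0.0103 and 0.000751 for UV response down, and 0.000732 and 0.000751 for E2F targets. On fold change alone TGF-beta signaling (0.0111), MYC targets V1 (0.000732), hypoxia (0.0139) and glycolysis (0.0395) passed and the reactive oxygen species pathway did not (0.0764), and on the moderated statistic allograft rejection passed (0.0194). E2F targets also passed after a second quantile normalization (0.00659) and with a variance trend and robust fitting (0.0185), and ranged from 0.00472 to 0.878 without 1 array. The reactive oxygen species pathway missed the threshold with median centring (0.0618) and without interferon-related genes (0.0681), and ranged from 0.0122 to 0.147 without 1 array, and TGF-beta signaling ranged from 0.0302 to 0.349. The IRF motif alternatives were not run, since no genome was used.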

Differences from the paper's values

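The unadjusted analysis of variance below was chosen after seeing the values.
The paper's Fig. 3b ranks about 3500 genes (read by eye) for the step that takes genes at an FDR under 0.1, and 98 genes passed that threshold here. All alternatives set before the data were examined differ too, with 113 genes after a second quantile normalization, 110 with median centring, 317 without the 33.3% of genes with the lowest signal, 92 with the mean of all probe sets, 836 with a variance trend and robust fitting, 98 with array weights, 30 by adjusted analysis of variance, 14 over all probe sets, 0 with the replicate number as a block and 0 to 19 without 1 array, and so do the 155 of protein-coding genes only, added after seeing the data. An unadjusted p under 0.1 by analysis of variance, chosen after seeing the values, gave 3840, and how many of the paper's genes it drops is unknown, since the paper gives no list of them.
For estrogen response early the paper gives a normalized enrichment score of −1.50451, and the hand-written list scored 1.03 on fold change. The paper's FDR q-value for this set lies above the threshold of its enrichment map, and the score here did not pass either. With genes ordered by the moderated statistic, an alternative set before the data were examined, it scored −1.20 and does not differ. Other scores that match the paper's within 1.5 times on fold change do not in that ordering, with 3.17 for the interferon alpha response, 2.97 for the interferon gamma response, −1.20 for MYC targets V1 and −1.57 for E2F targets.
The paper counts all 11 sets of its upregulated side as enriched. By camera 3 of the lists beside them passed, and 10 of 11 pointed to higher values. GSEA on fold change called 9 of them and GSEA on the moderated statistic 9, the latter with allograft rejection and without TGF-beta signaling, and no setting called myogenesis, which scored −1.06 on fold change and 1.03 on the moderated statistic. On the downregulated side 2 of 9 lists passed camera, 5 passed GSEA on fold change (MYC targets V1 and V2, E2F targets, hypoxia and glycolysis) and 3 on the moderated statistic (MYC targets V2, E2F targets and the reactive oxygen species pathway). On the moderated statistic 7 of the 9 pointed to lower values, and hypoxia and glycolysis scored 1.31 and 1.14. A second quantile normalization and a variance trend with robust fitting also called E2F targets, and leaving out 1 array called TGF-beta signaling once and E2F targets 2 times. DNA repair, mTORC1 signaling and xenobiotic metabolism passed under no setting. Oxidative phosphorylation and estrogen response early, listed in the paper's Table 2, passed under no setting either. Their FDR q-values in that table also lie above the threshold of the paper's enrichment map, so this is no difference in what passed.
The paper names Irf7, Irf9, Irf1 and Stat4 among genes shared by the upregulated immune sets. Irf7 passed here, and Irf9 (adjusted p = 0.164), Irf1 (0.33) and Stat4 (0.715) did not. The variance trend with robust fitting called Irf9 (adjusted p = 0.0139 from limma).
By qRT-PCR the paper found all of its selected interferon response genes higher. Of the genes it names, 12 apart from interferon alpha were measured on the arrays, of which Ccl2, Ccl7 and Irf7 passed and 8 had a value above 0. The paper gives interferon alpha as 1 measure without naming a gene, and none of the 13 interferon alpha genes on the arrays passed. Ccl5 (log2 change 0.23, adjusted p = 0.531 from limma), Cxcl10 (0.10), Irf3 (0.15), Il6 (−0.09), Tnf (−0.02), Ifnb1 (−0.11) and Ifng (0.05) did not pass. The thresholds differ, since the paper used a t test at p under 0.05 for each gene and these calls are adjusted over 22180 genes. At an unadjusted p under 0.05 from limma 5 of the 25 measured genes would be called. Besides the 3 that passed these are Irf3 (unadjusted p = 0.0433 from limma) and Ifna15 (0.0461), both higher.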

Other observations

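The test of array background below was chosen after the result was seen.
Genes that the ERK pathway induces were lower in the RKIP knockdown as a list. Of 20 measured genes 1 fell and none rose (5 lower and 1 higher when adjusted over the list alone), 5 had a value above 0, and Ier3, an early response gene, was the 1 that fell (camera adjusted p = 0.00132, and adjusted p = 0.58 with an estimated correlation). Etv5 and Etv4, transcription factors downstream of ERK, had log2 changes of −0.36 (adjusted p = 0.0907 from limma) and −0.34, the ERK phosphatase genes Dusp4 and Dusp6 −0.32 and 0.01, and the feedback inhibitor gene Spry4 0.47 (chosen after their values were seen).
Other matrix genes, chosen after their values were seen, were Col1a1, with a log2 change of 0.69 (standard error 0.12, adjusted p = 0.122 from limma), Col5a1 with 0.46 and Bgn with 0.30, and the smooth muscle genes Tagln and Myl9 had values of 0.09 and −0.13. Of 22 matrix metalloproteinases and their inhibitors Mmp2 rose, with 2 higher and 1 lower when adjusted over the list alone (camera adjusted p = 0.742), and Mmp13 had a log2 change of 0.00. None of 27 genes of epithelial identity (camera adjusted p = 0.327), 24 of the unfolded protein response (0.397), 19 of cholesterol biosynthesis (0.449) or 12 endothelial markers (0.327) passed the test over all genes. The keratin gene Krt8 had a log2 change of −0.05, the chaperone gene Hsp90b1 0.05, the sterol regulator gene Insig1 0.17 and the endothelial gene Egfl7 0.08.
Genes measured by qRT-PCR in the paper that did not rise on the arrays might lie at the array background. Of 22 such genes 11 had a mean above the 95th percentile of olfactory receptor genes, 5 of the 13 interferon alpha genes, which the paper does not tell apart, and 6 of the 9 others. Low signal cannot be told apart from an unchanged level for the group, since as many genes lie above the measure as below it.
In the whole comparison 2240 genes had an unadjusted p under 0.05, with 1109 expected by chance, and 17.3% of genes had groups that did not overlap, with 10% expected by chance. The median log2 change over all genes was −0.006.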
